# Chromatin status and transcription factor binding to gonadotropin promoters in gonadotrope cell lines

**DOI:** 10.1186/s12958-017-0304-z

**Published:** 2017-10-24

**Authors:** Huimin Xie, Hanne M. Hoffmann, Anita K. Iyer, Melissa J. Brayman, Cindy Ngo, Mary Jean Sunshine, Pamela L. Mellon

**Keywords:** Epigenetic, DNA accessibility, Histone modification, Gonadotrope development, ChIP Assay, Chromatin

## Abstract

**Background:**

Proper expression of key reproductive hormones from gonadotrope cells of the pituitary is required for pubertal onset and reproduction. To further our understanding of the molecular events taking place during embryonic development, leading to expression of the glycoproteins luteinizing hormone (LH) and follicle-stimulating hormone (FSH), we characterized chromatin structure changes, imparted mainly by histone modifications, in model gonadotrope cell lines.

**Methods:**

We evaluated chromatin status and gene expression profiles by chromatin immunoprecipitation assays, DNase sensitivity assay, and RNA sequencing in three developmentally staged gonadotrope cell lines, αT1–1 (progenitor, expressing *Cga*), αT3–1 (immature, expressing *Cga* and *Gnrhr*), and LβT2 (mature, expressing *Cga*, *Gnrhr*, *Lhb*, and *Fshb*), to assess changes in chromatin status and transcription factor access of gonadotrope-specific genes.

**Results:**

We found the common mRNA α-subunit of LH and FSH, called *Cga*, to have an open chromatin conformation in all three cell lines. In contrast, chromatin status of *Gnrhr* is open only in αT3–1 and LβT2 cells. *Lhb* begins to open in LβT2 cells and was further opened by activin treatment. Histone H3 modifications associated with active chromatin were high on *Gnrhr* in αT3–1 and LβT2, and *Lhb* in LβT2 cells, while H3 modifications associated with repressed chromatin were low on *Gnrhr*, *Lhb,* and *Fshb* in LβT2 cells. Finally, chromatin status correlates with the progressive access of LHX3 to *Cga* and *Gnrhr*, followed by PITX1 binding to the *Lhb* promoter.

**Conclusion:**

Our data show the gonadotrope-specific genes *Cga*, *Gnrhr*, *Lhb*, and *Fshb* are not only controlled by developmental transcription factors, but also by epigenetic mechanisms that include the modulation of chromatin structure, and histone modifications.

## Background

The pituitary arises from the closure of Rathke’s pouch on mouse embryonic day 12 (E12.5), giving rise to five endocrine cell types: gonadotropes, lactotropes, corticotropes, thyrotropes, and somatotropes. The development of these specialized cells depends on a stringent temporal and spatial control of transcription factors [1, 2]. The gonadotropes emerge late in development at ~E16.5, and comprise ~10–20% of pituitary cells in adulthood. The major role of gonadotropes is to regulate puberty and fertility through the synthesis and secretion of luteinizing hormone (LH) and follicle-stimulating hormone (FSH). FSH and LH are dimeric glycoproteins, formed from an α and a β subunit. The β subunit is distinct for each hormone, and is transcribed from separate genes. Gonadotrope cells can be traced throughout pituitary development by the sequential appearance of early lineage markers. First the mRNA for the common α-subunit of LH and FSH (*Cga*, glycoprotein hormones also known as αGSU) is detectable at E11.5 in the mouse, followed by the nuclear receptor Steroidogenic Factor 1 (*Sf1* or *Nr5a1*), and the gonadotropin-releasing hormone receptor (*Gnrhr*). Finally, the gonadotropin hormone beta subunit mRNAs emerge at E16.5 for *Lhb* and E17.5 for *Fshb* [3].

Specification of cell fate is controlled by a combination of transcription factors acting on cis-regulatory elements, as well as epigenetic mechanisms that include the modulation of chromatin structure [4, 5]. Gene activation and repression are specifically regulated through changes in chromatin structure imparted mainly by histone modifications and DNA methylation. Inactive genes typically display condensed chromatin that is resistant to DNaseI digestion, and show histone H3 deacetylation and methylation [6, 7]. Active genes and regulatory elements are often in an open chromatin conformation to facilitate binding of regulatory proteins.

The access of transcription factors to the chromatin requires the relaxation of chromatin, leading to an open conformation and increased sensitivity to DNAseI digestion [8–10]. The regulation of chromatin status is complex and its analysis requires multiple complementary approaches. Open chromatin is often associated with acetylation at histone H3 and tri-methylation at histone H3-lysine 4 (H3K4) [6, 7]. In addition, certain combinations of histone modifications are thought to distinguish different regions within a given gene, i.e., promoters versus enhancers. For example, active promoters show high levels of tri-methylation and low levels of mono-methylation at H3K4; whereas enhancers show the opposite methylation pattern at H3K4 [11]. The dynamic nature of chromatine modifications, are key in they role to control chromatine compaction and gene expression. Indeed, histone deacetylases (HDAC) allow histone deacetylation, leading to chromatin compaction [12, 13]. The conversion of chromatin from an inactive to active state at genes involved in differentiation is thought to promote the maturation of progenitor and precursor cells, however the chromatin status changes taking place during gonadotrope maturation are still poorly understood due to the complex cell composition of the pituitary.

Molecular investigation of the regulation of gonadotrope gene expression has been greatly facilitated by the use of well-characterized, cultured cell lines that represent different maturation stages of gonadotropes [14–17]. The αT1–1 cell line represents a progenitor to the gonadotrope and/or thyrotrope lineages [15] and expresses the single common glycoprotein hormone subunit gene, *Cga* [18]. The immature gonadotrope αT3–1 cell line expresses both *Cga* and *Gnrhr*, and the mature gonadotrope LβT2 cell line expresses all four gonadotrope-specific genes *Cga*, *Gnrhr*, *Lhb*, and *Fshb* [5, 15, 19, 20]. We and others have previously shown that these unique cell lines are excellent model systems for investigating the molecular mechanisms of gonadotrope differentiation [5, 15, 19, 21–26]. Moreover, these cell lines express the known tissue-specific regulators of the four gonadotrope-specific differentiated target genes including *Sf1, Lhx3, Pitx1, Runx, Foxl2*, and *Gata2* [22, 24, 25, 27–31], and their binding sites in the proximal promoters of the gonadotrope-specific genes have been defined either experimentally or bioinformatically [5, 29, 32–34]. These tissue-specific transcription factors play direct roles in regulating the transcription of the gonadotrope-specific target genes, yet the coordinated program of gonadotrope maturation remains to be elucidated [35, 36]. Recent work has begun to address this topic by analyzing the epigenetic regulation of gonadotrope specific genes [5]. To further our understanding of the global chromatin status of the gonadotrope-specific genes during gonadotrope maturation, and obtain a more comprehensive understanding of the changes in chromatin status allowing specific expression of key gonadotrope markers, we investigated chromatin status and its correlation to gonadotrope gene expression in our model pituitary lineage cell lines.

## Methods

### Cell culture

To establish how chromatin status on key gonadotrope genes changes during gonadotrope cell maturation, we studied three model immortalized mouse gonadotrope cell lines αT1–1, αT3–1, and LβT2, as well as two control cell lines, the mouse thyrotrope cell line TαT1, and the mouse fibroblast cell line, NIH3T3 (ATCC). All cell lines were cultured in DMEM with 4.5% glucose (Mediatech Inc., Herndon, VA), 10% fetal bovine serum (Gemini Bio, West Sacramento, CA), and 1× penicillin-streptomycin (Life Technologies, Inc./Invitrogen, Grand Island, NY) in 5% CO_2_ at 37 °C. Cells were seeded on 10 cm dishes (Nunc, Roskilde, Denmark) and harvested at subconfluency. For hormone treatment of LβT2 cells, cells were serum-starved for 16 h in DMEM containing 4.5% glucose, 1× penicillin-streptomycin and 0.1% bovine serum albumin. Cells were then treated for 4 h with 100 ng/ml GnRH (Sigma-Aldrich, St. Louis, MO) ± 25 ng/ml activin (Calbiochem, La Jolla, CA) before they were harvested for the DNase sensitivity assay.

### DNase sensitivity assay

Actively transcribed chromatin is characterized by being in an open conformation, allowing easy access of transcription factors to their binding sites. This open chromatin increases the sensitivity of the chromatin to DNaseI. To establish to what degree the gonadotrope promoters of model gonadotrope cell lines would increase their sensitivity to DNaseI treatment during maturation we performed a DNase sensitivity assay. DNase sensitivity assay was performed as previously described [37]. In brief, αT1–1, αT3–1, LβT2, and NIH3T3 cells were lysed in hypotonic buffer and nuclei were isolated by centrifugation at 2200 g for 5 min at 4 °C. Intact nuclei were resuspended in 1X DNaseI Reaction Buffer (Promega, Madison, WI) containing 2% glycerol. Equal amounts of nuclei were added to increasing quantities of DNaseI (Promega) in 1X DNase Reaction Buffer, ranging from 0 units (U) to 7.5 U, and incubated at 37 °C for 5 min. DNaseI was inactivated using DNaseI Stop Solution (Promega) and incubation at 65 °C for 10 min. Treated nuclei were lysed in Nuclei Lysis Buffer followed by RNase A and Proteinase K digestion. Genomic DNA was then isolated by extraction twice with phenol/chloroform/isoamyl alcohol and once with chloroform. DNA was ethanol precipitated and resuspended in Tris-EDTA buffer followed by 55 °C incubation for one hour. qPCR was performed using SYBR Green supermix and an iQ5 real-time PCR machine (BioRad). Primer sequences are detailed in Table 1. Forty ng of DNA from each treatment condition was quantitated relative to a standard curve of dilutions of undigested DNA. Data from each primer set were normalized to the active gene, *Actb*, or to the vehicle treatment as stated in the figure legends [37].

**Table 1:** Primers used for qRT-PCR for ChIP and DNase sensitivity assays

Primer		Product length	Chrom-osome	Localization	
Name	Sequence (5′-3′)			Start	End
Actb-F	GGCCAGCGTTTGCCTTTTATGGTAATAAT	181	5	142,905,689	142,905,869
Actb-R CGAACTATCAAGACACAAAAGAAGGCTATA					
Fshb-F	GGTGTGCTGCCATATCAGATTCGG	280	2	107,059,594	107,059,873
Fshb-R GCATCAAGTGCTGCTACTCACCTGTG					
Gnrh-F	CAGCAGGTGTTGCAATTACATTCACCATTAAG	227	14	67,745,100	67,745,326
Gnrh-R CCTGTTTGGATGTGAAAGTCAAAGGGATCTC					
Cga-F	GAAAATGGCCAAATGCTCTC	193	4	34,893,533	34,893,725
Cga-R TGTTCCCAGCTGCACATAAG					
Lhb-F	CGAGTGTGAGGCCAATTCACTGG	218	7	45,420,767	45,420,984
Lhb-R GGGCCCTACCATCTTACCTGGAGC					
Gnrhr-F	ATCAGAAGTAACAGGGACTCCACTC	202	5	86,197,672	86,197,873
Gnrhr-R AGGCAGTAGAGAGTAGGAAAAGGAAG					

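The Cga product spans 34893533 to 34893725 on chromosome 4 of GRCm38. Against the GENCODE annotation (release M21), it lies wholly upstream of the gene, from −255 to −63 relative to the start of the longest coding transcript, and meets no exon of this subunit gene of LH, FSH and TSH. The Fshb product, on chromosome 2 from 107059594 to 107059873, runs from −217 to 62 and takes in 42 bases of exon 1. On chromosome 7, the Lhb product (45420767 to 45420984) starts 53 bases upstream and covers 148 bases of exon 1. In contrast to these promoter products, the product for Gnrhr, the receptor for GnRH (chromosome 5, 86197672 to 86197873), lies wholly inside exon 1, from 28 to 229 downstream of the start. The Gnrh1 product, from the gene of the GnRH peptide on chromosome 14 (67745100 to 67745326), runs from −168 to 58. The product for Actb (chromosome 5, 142905689 to 142905869) starts 885 bases inside the gene and is intronic except for 4 bases of exon 2. Other annotated transcripts of these genes can start elsewhere.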

Localization and product length (bp) from the UCSC Genome Browser using the Mouse Dec. 2011 (GRCm38/mm10) Assembly.

### Chromatin immunoprecipitation (ChIP)

To evaluate transcription factor binding to key gonadotrope gene promoters, we performed ChIP assays. ChIP assays were performed as previously described [38]. Chromatin was sonicated to an average length of 300–500 bp using a Branson Sonifier 250 (Branson Ultrasonics Corp., Danbury, CT). Antibodies recognizing specific histone modifications were: anti-acetyl-Histone-H3 (06–599; Millipore, Temecula, CA), anti-trimethyl-Histone H3-Lys4 (07–473; Millipore), anti-dimethyl-Histone H3-Lys9 (ab1220; Abcam), all of which are ChIP-grade antibodies. To recognize phosphorylated polymerase, ChIP-grade anti-RNA polymerase II CTD repeat YSPTSPS (phospho S5) (ab5131; Abcam, Cambridge, MA), was used. Immunoprecipitated DNA and DNA from input chromatin were analyzed for sequences of interest by qRT-PCR using promoter-spanning primers specified in Table 1. For ChIP assays comparing αT1–1, αT3–1, and LβT2 chromatin, the percentage of enrichment of antibody signal over IgG was calculated for each primer set. IgG was the same species and source as the comparison antibody. Then, values for activating chromatin marks were normalized to those for the inactive gene *Gnrh1*. For repressive chromatin marks, values were normalized to the highly active gene *Actb* [37–39].

### Association of transcription factors by ChIP

Antibodies were ChIP grade or previously validated for ChIP assays: anti-LHX3 (L2202, US Biological, MA) [25], anti-PITX1 (sc-18,922X, Santa Cruz, ChIP grade). Immunoprecipitated DNA was analyzed for sequences of interest by qRT-PCR using promoter-specific primers shown in Table 1. For ChIP assays comparing αT1–1, αT3–1, and LβT2 chromatin, the percentage of enrichment of antibody signal over IgG was calculated for each primer set. Values were then normalized to those for the inactive gene *Gnrh1* [37, 38].

### RNA sequencing

To establish if gene expression levels in the studied cell lines correlated with chromatin status, we performed RNA sequencing. RNA was isolated from αT1–1, αT1–3, LβT2, TαT1, and NIH3T3 cells using TRIzol® (Invitrogen, Grand Island, NY), as per the manufacturer’s instructions, and treated with Turbo DNA-free DNase (Ambion, Life Technology, USA). The RNA integrity (RNA Integrity Number ≥ 9) and quantity was determined on the Agilent 2100 Bioanalyzer (Agilent, Palo Alto, CA, USA). cDNA libraries (*n* = 2) were created using the TruSeq™ RNA Sample Prep-v2 (Illumina, San Diego, CA), using the manufacturer’s low-throughput protocol. Indexed samples were mixed at equal concentrations, four samples per lane, and sequenced using the HiSeq 2000 sequencer (Illumina). The resulting sequences were aligned to the mouse genome using the Illumina Consensus Assessment of Sequence and Variation (CASAVA) software program. qRT-PCR, sequencing, and alignment were performed by the UCSD BIOGEM Core facility supported by NIH grants P30 DK063491 and P30 CA023100. Thirty-six bp, single end sequencing of the five cell lines generated an average of 3.6 GB of sequencing data per sample with the following characteristics: NIH3T3: 852.2 Mbp, 23.67 million reads and passing filter % (PF%) of 75.6; αT1–1: reads, αT3–1: 933.2 Mbp, 25.92 million reads and PF% of 75.2; LβT2: 897.0 Mbp, 24.92 million reads and PF% of 67.8; and TαT1: 887.4 Mbp, 24.65 million reads and PF% of 70.7.

### Statistical analysis

All experiments were repeated independently at least three times. In the figures, the error bars represent the SEM. Data were analyzed by one or two-way ANOVA in GraphPad Prism 7 (La Jolla, CA). For all analyses, the result was considered significant if *P* ≤ 0.05.

## Results

### Chromatin density on gonadotrope-specific genes during development

To confirm that the immortalized pituitary cell lines expressed the key pituitary lineage markers and provide direct quantitation of expression levels, we performed RNA sequencing. 

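RNA of 5 mouse cell lines was compared. NIH3T3 is an embryonic fibroblast line, αT1–1, αT3–1 and LβT2 are lines of the gonadotrope lineage immortalized with SV40 T antigen, and TαT1 is a thyrotrope line made in the same way. The authors prepared TruSeq v2 libraries, a kit that selects polyadenylated RNA and does not mark the strand, sequenced 36 bp single-end reads and aligned them with CASAVA. The deposited values are RPKM (reads per kilobase of gene model, scaled to the reads of the library), in 1 column per line. The paper gives 2 libraries per line. Whether these were pooled or averaged, the genome build, the gene annotation and the treatment of reads that align to several places are not given in the sources used here. With 1 column per line there is no spread between replicates, so no test between lines was made, and every difference reported for these lines is without a replicate check.
Of 21476 entries in the table, 25 carry a date in place of a gene name and were left out, and 9 symbols stand more than once and were taken at the entry with the higher mean, which leaves 21437 genes. The values under 1 RPKM in each column are whole multiples of a single step (within 0.05 of a whole number). A mean of RPKM from separate libraries with unlike read totals would not lie on a single step, which argues against averaging of that kind. Pooled reads or the use of a single library stay open. Taken as the fifth decimal of the mean coverage per base, the steps give 14.2 M reads of 36 bp (M, 1000000) behind the NIH3T3 values, 20.2 M for αT1–1, 20.7 M for αT3–1, 18.7 M for LβT2 and 18.8 M for TαT1. The paper reports 23.67 M reads for NIH3T3, 25.92 M for αT3–1, 24.92 M for LβT2 and 24.65 M for TαT1, and under this reading the deposited values use the smaller numbers. For 14260 of the 17489 genes above 0, the shortest gene length at which all 5 columns give whole reads could be found, and with it the smallest whole numbers of reads. The 95% Poisson intervals given here come from these reads, cover counting error only, and are too wide where the true number is a multiple. A gene was called expressed at 1 RPKM or more. This holds for 9602 genes in NIH3T3, 10750 in αT1–1, 11438 in αT3–1, 11028 in LβT2 and 10821 in TαT1. Differences between lines are of log2(RPKM + 1), which understates those of low genes, and a gene counts as 4-fold higher or lower by size alone. Lists of genes fixed before the data were examined are described by the percentile of their median difference among 10000 random lists of the same size and mean expression, which describes these libraries only.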

We found that all five of the cell lines expressed high levels of β-actin (Fig. 1a, *Actb*). 

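Actb, which encodes cytoskeletal β-actin, was among the 63 highest genes of every line. Its level was 1584 RPKM in NIH3T3 (95% interval 1569 to 1599), 875 in TαT1 (865 to 885), 723 in αT1–1 (714 to 731), 584 in αT3–1 (576 to 591) and 579 in LβT2 (571 to 587). The level in NIH3T3 was 2.74 times that in LβT2 (2.69 to 2.78). Of 15 reference genes, 13 were expressed in LβT2 and 14 in each of the other lines. Tubb5, a β-tubulin, stood between 954 RPKM in αT3–1 and 2006 in LβT2, and Sdha, a subunit of succinate dehydrogenase, between 119 in NIH3T3 and 147 in LβT2. Gapdh, an enzyme of glycolysis, was far lower, from 0.609 RPKM in LβT2 to 40.1 in TαT1, and Ppia, which encodes cyclophilin A, was under 1 RPKM in each line, from 0.364 to 0.668. Of the words of 36 bases in the annotated transcripts of Gapdh and Ppia, 27.3% and 19.8% also occur in transcripts of other genes or pseudogenes, and 83.7% and 44.0% for the longest coding transcript of each.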

As expected, the common gonadotrope hormone α subunit, *Cga,* was expressed in all the gonadotrope lineage cell lines, as well as the thyrotrope cell line, TαT1 [15, 18], but not in NIH3T3 cells (Fig. 1a). 

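Cga, the common α subunit of LH, FSH and TSH, had the highest RPKM of all genes in LβT2, αT1–1 and TαT1. The levels were 12968 RPKM in LβT2 (95% interval 12906 to 13031) and 8802 in TαT1 (8751 to 8853). In αT3–1, Cga stood at 603 RPKM (591 to 616), which is rank 17. The level in LβT2 was thus 21.5 times that in αT3–1 (21.0 to 22.0), and the level in TαT1 14.6 times (14.3 to 14.9). A single read was assigned to Cga in NIH3T3, or 0.102 RPKM, where 3 reads would give 0.305. The ratio of αT3–1 to NIH3T3 was 5941, with an interval of 1066 to 234679 that rests on this read. In the summed RPKM of all genes, Cga made up 2.89% in LβT2, 2.23% in TαT1 and 0.192% in αT3–1. The gene lies on chromosome 4 of GRCm38 from 34893779 to 34907370.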

The immature (αT3–1) and mature (LβT2) pituitary cell lines both expressed *Gnrhr,* whereas the gonadotrope marker, *Lhb*, was only expressed by LβT2 cells. 

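Gnrhr, the receptor through which GnRH acts on gonadotropes, was measured at 206 RPKM in αT3–1 (95% interval 201 to 212) and 72.3 in LβT2 (68.8 to 75.9), a ratio of 2.85 (2.70 to 3.02). Lhb, the β subunit of LH, stood at 23.3 RPKM in LβT2 (20.3 to 26.5), from 221 reads. Elsewhere 2 or 3 reads were assigned to Lhb, and the ratio of LβT2 to αT1–1 was 79.9 (27.0 to 390).
Across all genes, 783 were at least 4-fold higher and 841 at least 4-fold lower in LβT2 than in αT3–1. The highest in LβT2 included Nnat (9385 RPKM against 1.44 in αT3–1), an imprinted gene of neuroendocrine cells, Igfbp2 (1507 against 0.222), an IGF-binding protein, and Cela1 (1507 against 0.437), an elastase. The inhibin subunits Inha (98.7 against 7.80) and Inhbb (105 against 6.31), whose products act on FSH, were also higher. Of 10 epithelial genes, 5 were expressed in LβT2 and 0 in αT3–1 (median log2 difference over all 10 genes 1.21), among them the adhesion molecule Epcam (130 against 0.962) and the keratin Krt18 (36.4 against 0). Lower in LβT2 were Pcp4 (640 RPKM in αT3–1 against 0.167), a calmodulin-binding protein, the neuropeptide gene Kiss1 (126 against 0.108) and the steroid receptor Esr1 (39.1 against 0.0248). In the list of 25 genes of the neuroendocrine secretory pathway, 11 were lower and 4 higher (median −0.87, percentile 0.01). The prohormone convertases Pcsk1 (11.8 against 0.128) and Pcsk2 (24.4 against 0.0791) were among the lower ones, whereas the granin Chga (102 against 1279.7) was higher in LβT2. Of 39 Hox genes, which pattern the body axis, 13 were expressed in αT3–1, led by Hoxd8 (24.2 RPKM), and 0 in LβT2. The median difference over all 39 was −0.16. The counts of genes depend on the pseudocount: with 0.1 they were 1214 higher and 1474 lower, and with 5 they were 356 and 255.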

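Tshb, the β subunit of TSH, stood at 58.5 RPKM in TαT1 (95% interval 54.3 to 62.9), from 711 reads. In αT1–1 it had 5 reads, or 0.383 RPKM (0.124 to 0.894), in LβT2 2 reads, in αT3–1 1 read and in NIH3T3 0. The level in TαT1 was 153 times that in αT1–1 (65.1 to 472) and at least 179-fold higher than the level of 3 reads in NIH3T3. Gnrhr had 0 reads in TαT1, where 3 reads would give 0.132 RPKM, and Lhb had 2 reads, or 0.208 RPKM.
Of 10 thyrotrope genes, 8 were expressed in TαT1, and against LβT2 6 were at least 2-fold higher and 1 lower (median log2 difference 2.00, percentile 100). Among them, Pou1f1, the transcription factor PIT1, stood at 88.0 RPKM against 0.0612, the retinoid X receptor Rxrg at 60.3 against 0.0907, and Dio2, which converts thyroxine to its active form, at 20.9 against 0.0276. The thyroid hormone receptor Thrb went the other way, with 0.753 RPKM in TαT1 against 29.2 in LβT2. Prl, the hormone of lactotropes, stood at 108 RPKM in TαT1 (103 to 113), from 1819 reads, and 1 read was assigned to it in LβT2. Between these lines, 665 genes were at least 4-fold higher in TαT1 and 792 lower. The highest were Igf2 (694 RPKM against 0.479), a growth factor, and the calcitonin receptor Calcr (295 against 0.139). Carbonic anhydrase Car2 (0.949 against 884) and Klk1 (0.0606 against 259), a kallikrein, were among the lowest. With a pseudocount of 0.1, 1182 genes were higher and 1364 lower, and with 5, 244 and 330.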

The thyrotrope cell line TαT1 [18] was the only cell line studied expressing the thyrotrope marker *Tshb,* and did not express any of the gonadotrope-specific genes, other than the common α subunit, *Cga* (Fig. 1a). 

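Fshb, the β subunit of FSH, was listed at 0 RPKM in LβT2 and in each of the other lines. For the longest annotated coding transcript of 1600 bp, 3 reads would give 0.100 RPKM in LβT2, 0.0906 in αT3–1, 0.0926 in αT1–1, 0.0995 in TαT1 and 0.132 in NIH3T3, and a shorter gene model would raise these limits. In LβT2, Lhb stood at rank 3829 and Gnrhr at rank 1295 of all genes. Other genes of the activin and inhibin system were expressed in this line: Acvr1b (11.5 RPKM) and Acvr2a (2.60), receptors for activin, and Smad2 (38.8), Smad3 (67.0) and Smad4 (52.0), which carry its signal. Fst, the activin antagonist follistatin, was at 0. None of the 36-base words of the annotated Fshb transcripts occurs in a transcript of another gene.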

We did not detect *Fshb* in LβT2 cells, although these cells are known to express this mRNA as detected by the more sensitive method of qRT-PCR. *Fshb* is found at low levels that can be induced by activin treatment [19, 40, 41]. NIH3T3 cells were used as a negative control for pituitary gene expression (Fig. 1a).

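The hormone and receptor genes stayed near 0 in NIH3T3, with 3 reads for Lhb and 0 for Gnrhr and Tshb. Each pituitary line had higher levels of genes of regulated secretion and lower levels of fibroblast genes. Of 25 genes of the neuroendocrine secretory pathway, 25 were at least 2-fold higher in αT1–1 than in NIH3T3, 22 in αT3–1, 17 of the 22 expressed ones in LβT2 and 24 in TαT1 (median log2 differences 4.17, 4.11, 4.24 and 4.86, each at percentile 100). In LβT2, 1 gene was lower (Pam, 0.0131 RPKM against 17.2 in NIH3T3), and the median over all 25 genes was 3.54. Ranked by the smallest of the 4 differences to NIH3T3, the first genes of this list were Pcsk1n, Syp, Scg2 and Chgb. Pcsk1n, an inhibitor of prohormone convertase, stood at 0 RPKM in NIH3T3 and 177 to 826 in the pituitary lines. The synaptic vesicle protein Syp stood at 0.424 against 180 to 865. The granins Scg2 and Chgb stood at 0 against 123 to 569 and 0 against 118 to 656. In the list of 30 fibroblast and extracellular matrix genes, 24 were lower in each pituitary line (medians −5.21, −5.89, −5.77 and −5.10, each at percentile 0, and over all 30 genes −4.47, −4.81, −4.83 and −4.19). At least 2-fold higher were 1 gene in αT3–1 and 2 in TαT1, where Thy1 stood at 191 RPKM against 0.0405 in NIH3T3. The collagen Col1a1 stood at 422 RPKM in NIH3T3 and at most 0.0452 elsewhere, and vimentin, Vim, at 2951 against 2.69 to 22.6. Rest, a repressor of neuronal genes, was at 4.10 RPKM in NIH3T3 and between 0.116 and 0.389 in the pituitary lines.
By size, 608 genes were at least 4-fold higher in all 4 pituitary lines than in NIH3T3 and 498 lower, among 13401 genes. These comparisons, and those of the lists, all use the same NIH3T3 column, so the 4 lines do not count as independent evidence. The calcium-binding S100a6 (4891 RPKM in NIH3T3, at most 0.447 elsewhere) and the lectin Lgals3 (1693 against at most 0.0703) led the lower genes, and Uchl1, a ubiquitin hydrolase of neurons and endocrine cells (0.0612 against 353 to 670), followed Cga among the higher ones. The comparisons of single lines with NIH3T3 gave 1469 higher and 946 lower genes for αT1–1, 2154 and 1034 for αT3–1, 1710 and 884 for LβT2 and 1517 and 931 for TαT1. The median gene was higher than in NIH3T3 by a log2 difference of 0.29, 0.38, 0.37 and 0.28 in these lines, so the differences lie relative to these shifts. Quantile normalization gave 1454 and 1341 for αT3–1, 1291 and 1117 for LβT2, and 482 and 595 for all 4 lines, a pseudocount of 5 gave 736 and 614 for αT3–1 and 186 and 295 for all 4 lines, and a pseudocount of 0.1 gave 1306 and 690 for all 4 lines.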

**Fig. 1:**
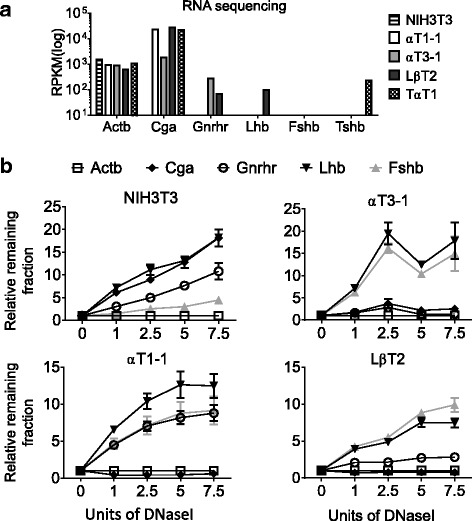
Chromatin accessibility of gonadotrope-specific genes during development. **a** Expression levels of gonadotrope genes in αT1–1, αT3–1, LβT2, TαT1, and NIH3T3 cell lines (*n* = 2). **b** DNaseI sensitivity assays in NIH3T3, αT1–1, αT3–1, and LβT2 cells. DNA from nuclei was treated with increasing concentrations of DNaseI and analyzed by qRT-PCR with primers specific to regulatory elements (Table 1). Amplicon quantities were normalized to the active *Actb* gene, and qRT-PCR data are presented as the mean fraction of DNA remaining relative to *Actb* ± SEM

To determine if chromatin status correlates with expression of gonadotrope genes, we investigated the chromatin status by DNaseI sensitivity assay [42]. We focused on chromatin accessibility of *Cga*, *Gnrhr*, *Lhb*, and *Fshb* in the gonadotrope lineage cell lines αT1–1, αT3–1, and LβT2, which represent different stages of gonadotrope development. NIH3T3 cells were used as a negative control. *Actb* (β-actin) is ubiquitously expressed in all the above cell lines, reflecting an open chromatin status, and was therefore used to normalize the DNaseI data (Fig. 1a and b, *Actb*). Three classes of chromatin accessibility have been determined by this assay: closed (repressed), poised, and open (active) [43, 44]. One of the characteristics of chromatin is how dynamic its conformation is, and its capacity to compact and unfold. Thus, degrees of compaction and opening of the DNA are possible. Normalizing our data to the highly transcribed *Actb* allowed us to determine the relative DNaseI sensitivity of the studied gonadotrope genes. To reveal the degree of accessibility of the DNA, we used increasing amounts of DNaseI. As expected, we found that *Cga, Lhb*, and *Gnrhr* were much less sensitive to DNaseI treatment than *Actb* (Fig. 1b), which correlated with gene expression levels (Fig. 1a). Unexpectedly, *Fshb* was sensitive to DNaseI treatment, although to a lesser extent than *Actb* (Fig. 1b). However this did not correlate with gene transcription (Fig. 1a), supporting the importance of using more than one approach to study chromatin status to obtain a complete image of chromatin accessibility to transcription factors. *Cga* is the earliest gonadotrope expressed gene (E11.5 in the mouse embryo) and has high expression in the gonadotrope progenitor αT1–1 cell line (Fig. 1a). 

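In αT1–1, Cga stood at 9081 RPKM (95% interval 9031 to 9131), the highest value of that column and 2.41% of its summed RPKM. This was 15.0 times the level in αT3–1 (14.7 to 15.4), and LβT2 had 1.43 times the level of αT1–1 (1.42 to 1.44). Gnrhr was not detectable at this depth, with 0 reads where 3 would give 0.123 RPKM, and Lhb had 3 reads, or 0.291 RPKM (0.0600 to 0.851).
Against αT1–1, the mature line LβT2 had 806 genes at least 4-fold higher and 618 lower, with a median gene higher by a log2 difference of 0.12. Higher in LβT2 were Nr0b1, the nuclear receptor DAX1 (318 RPKM against 0.193), and the secreted proteins Wfdc2 (615 against 0.0698) and Klk1, at 0 in αT1–1. Lower were the growth factor gene Igf2 (1518 RPKM in αT1–1) and the calcitonin receptor Calcr (227), Resp18, a protein of secretory granules (234 against 0.226), and Ndn, or necdin (212 against 0.682). The histone H3K4 methyltransferases and demethylases had a median difference of −0.74 (percentile 0.43), with 3 of 14 at least 2-fold lower, 1 higher and 10 between. Among the lower were Mll2 (17.9 against 2.83) and Ash2l (50.8 against 16.4), both of methyltransferase complexes. The 1 higher member was the demethylase Kdm5b (5.25 in αT1–1 against 20.1 in LβT2), and the list mixes enzymes of opposite action. With a pseudocount of 0.1, 1391 genes were higher and 1075 lower, and with 5, 335 and 225.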

Consistent with this, we found an open chromatin structure in the promoter region of *Cga* in this cell line (Fig. 1b, αT1–1). The chromatin states of all other later chromatin modifications of gonadotrope cell lines were repressed as evidenced by their structures being closed and resistant to DNaseI degradation (Fig. 1b, αT1–1, *Fshb, Lhb* and *Gnrhr*). 

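Gnrhr had the largest positive difference between αT3–1 and αT1–1 of all named genes at 10 RPKM or more, and was at least 1680-fold higher in αT3–1 than the level of 3 reads in αT1–1. The next were Acvrl1, a type I receptor of the TGFβ family (171 RPKM against 0.0136), and Nr5a1, which encodes SF1. Also higher was Neurod1, a basic helix-loop-helix factor of neuroendocrine cells (45.5 against 0.218). In total, 648 genes were at least 4-fold higher in αT3–1 and 335 lower, and the list of 21 genes of GnRH and activin signalling had 6 members at least 2-fold higher and 2 lower (median log2 difference 0.78, percentile 98.9).
Lower in αT3–1 were Igf2 at 0.0467 RPKM, Calcr at 0, Igfbp5, an IGF-binding protein (130 in αT1–1 against 0.0578), and the transcription factor Sox3 (53.6 against 0). Of 10 thyrotrope genes, 5 were lower and 0 higher (median of the 6 expressed ones −3.36, percentile 0, and of all 10 −1.22), among them Gata2 (25.9 RPKM in αT1–1 and 1.42 in αT3–1) and Rxrg (12.7 and 0). Genes of S phase and mitosis were lower in 9 of 23 cases and higher in 1 (median −0.87, percentile 0.09), for example the mitotic activator Cdc20 (146 and 43.0) and the kinase Aurka (135 and 37.6), while the proliferation marker Mki67 was higher (14.4 and 37.5). With a pseudocount of 0.1, 1306 genes were higher and 580 lower, and with 5, 177 and 118.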

The immature gonadotrope cell-line αT3–1 expresses both *Cga* and *Gnrhr* (Fig. 1a). In agreement with this, we determined the chromatin state of these genes to be open (Fig. 1b, αT3–1). *Lhb* and *Fshb* are not expressed in the αT3–1 cells and have closed chromatin in this cell (Fig. 1a). 

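In αT3–1, Lhb had 3 reads, or 0.285 RPKM (95% interval 0.0588 to 0.833), and LβT2 had 81.7 times that level (27.6 to 399). The level in αT3–1 is that of the limit of 3 reads and close to those of αT1–1 and of the NIH3T3 fibroblasts, where 3 reads gave 0.414 RPKM. Egr1, an immediate early factor that acts with SF1 on Lhb, was lower in αT3–1 (1.38 RPKM) than in each of the other lines, NIH3T3 among them (3.82), and Isl1, a LIM homeodomain factor, stood at 20.7 RPKM. At this point the paper describes Lhb and Fshb as not expressed and closed in αT3–1. Its ChIP assays found Lhb somewhat enriched in H3Ac and phospho-Pol II in this line. Its discussion places the first relaxation of both genes in αT3–1 and LβT2.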

Our data show that the chromatin of *Lhb* and *Fshb* started to shift from closed to poised in the LβT2 cells (Fig. 1b, LβT2, Two-way ANOVA, followed by Sidaks multiple comparison, *p* > 0.01 at 7.5 Units of DNaseI). The only partial opening of *Lhb* and *Fshb* in LβT2 cells is not surprising, as cells in culture are not in the tridimensional environment they experience in vivo and do not receive hormonal stimulation, as gonadotropes would in vivo, allowing them to fully activate expression of *Lhb* and *Fshb*.

### Chromatin modifications of gonadotrope-specific genes during development

Numerous modifications of chromatin and histones allow for successful recruitment of phosphorylated RNA polymerase II (phospho-Pol II), which is required to initiate transcription [10]. To determine if the opening of the chromatin in these cell lines correlates with a change in the acetylation and methylation signatures on the histones binding to the promoters and allows occupation with phospho-Pol II, we next performed ChIP assays. We used antibodies recognizing the activating histone modification marks histone H3 acetylation (H3Ac), and H3K4 trimethylation (H3K4Me3, Fig. 2), as well as recruitment of phospho-Pol II [38, 44]. Although, *Cga* is highly expressed by all three gonadotrope lineages (Fig. 1a), and the promoter is sensitive to DNaseI treatment (Fig. 1b), the active histone marks in all three cell lines were surprisingly little enriched as compared to *Gnrh1*, despite recruitment of phospho-Pol II and active transcription (Fig. 1a and 2a). This is unexpected and is possibly due to the chosen region of study of the *Cga* promoter. In agreement with both transcription levels of *Gnrhr*, and its promoter’s sensitivity to DNaseI treatment, the *Gnrhr* regulatory region went from possessing very few active histone marks in αT1–1, to highly enriched in these marks in αT3–1 and LβT2 cells (Fig. 2). In agreement with our findings using the DNaseI sensitivity assay, which found the *Fshb* promoter to be in a rather closed conformation (Fig. 1b), this promoter exhibits only one of the chromatin marks of an open promoter (H3Ac), but does not bind phosphorylated polymerase II (Fig. 2). Finally, the chromatin status of *Lhb* is enriched in H3Ac and recruits phosphorylated polymerase II to the regulatory region somewhat in αT3–1 and more strongly in LβT2, which correlated with transcription in LβT2 cells where it also exhibits enrichment of H3K4Me3 (Fig. 1a and 2).

**Fig. 2:**
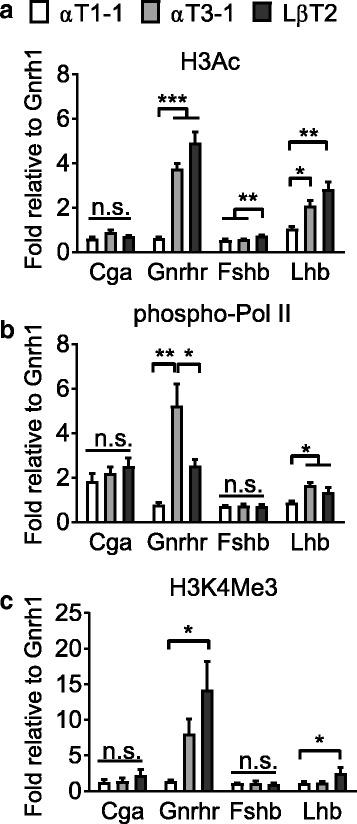
Active histone modifications and recruitment of phospho-Pol II to gonadotrope-specific genes in gonadotrope cells. ChIP analysis using antibodies specific to (**a**) H3Ac, (**b**) phospho-Pol II, and (**c**) H3K4Me3 in αT1–1, αT3–1, and LβT2 cells. Immunoprecipitated chromatin from αT1–1, αT3–1, and LβT2 cells was subjected to qRT-PCR. Data are presented as fold enrichment relative to IgG, with values normalized to *Gnrh1* and expressed as mean ± SEM (*n* = 4). Statistical analysis by one-way ANOVA followed by a Tukey post-hoc, * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, as indicated by bar. n.s.: non-significant

To assess the epigenetic role of repression, we performed ChIP assays to analyze the repressive histone modifications H3K9Me2 and H3K27Me3 [45]. We found that one or both modifications were reduced with developmental maturation on the promoters of *Gnrhr* and *Lhb* (Fig. 3). *Gnrhr* loses both repressive marks in αT3–1 and LβT2 cells, while *Lhb* has progressively reduced H3K27Me3 from αT1–1 to αT3–1 and finally LβT2 and trends toward lower H3K9Me2 in LβT2 cells (Fig. 3). Whereas no changes were observed on the *Fshb* promoter (Fig. 3).

**Fig. 3:**
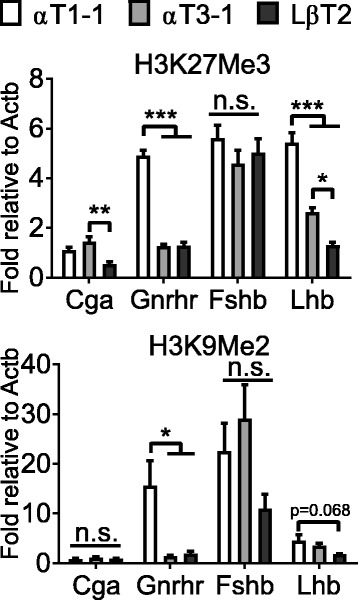
Histone modifications of inactive chromatin in αT1–1, αT3–1, and LβT2 cells. ChIP analysis was performed using antibodies specific to H3K27Me3, and H3K9Me2. Immunoprecipitated chromatin from αT1–1, αT3–1, and LβT2 cells was subjected to qRT-PCR. Data are presented as fold enrichment relative to IgG, with values normalized to *Actb* and expressed as mean ± SEM. Statistical analysis by one-way ANOVA followed by a Tukey post-hoc, * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, as indicated by bar. n.s.: non-significant

### Sequential recruitment of developmental pituitary transcription factors to gonadotrope-specific promoters

Opening of the chromatin, along with activating histone modifications, promotes access to the chromatin of transcription factors. It has previously been shown that the known gonadotrope regulatory proteins PITX2 (*Pitx2*), SF1 (*Nr5r1)*, and LHX3 (*Lhx3)* control expression of the mature gonadotrope markers *Lhb*, *Fshb*, and *Gnrhr* [25, 46, 47]. Using RNA sequencing, we show that these transcription factors are expressed in the gonadotrope lineage and thyrotrope cell lines, but not in NIH3T3 cells (Fig. 4a). 

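Lhx3, a LIM homeodomain factor needed to form the anterior pituitary, stood at 100 RPKM in αT1–1 (95% interval 97.2 to 103), 67.3 in TαT1 (64.8 to 69.8), 28.3 in LβT2 (26.7 to 30.0) and 24.9 in αT3–1 (23.4 to 26.4), with 3 reads or 0.0954 RPKM in NIH3T3. Pitx1, a homeodomain factor of the whole anterior pituitary, stood at 398 RPKM in TαT1 (392 to 404), 337 in LβT2 (332 to 343), 260 in αT1–1 (255 to 264) and 100.4 in αT3–1 (97.6 to 103), and had 0 reads in NIH3T3, so that αT3–1 was at least 1167-fold higher than the level of 3 reads.
Of 27 transcription factors of the pituitary lineages, 20 were expressed in at least 1 pituitary line and 9 in all 4. By line, 15 were expressed in αT1–1, 15 in αT3–1, 16 in LβT2, 15 in TαT1 and 4 in NIH3T3. The median log2 difference to NIH3T3 over all 27 was 0.75 in αT1–1, 0.23 in αT3–1, 1.56 in LβT2 and 0.93 in TαT1. Foxl2, a forkhead factor (17.6 to 86.8 RPKM), Insm1, a zinc finger factor of endocrine cells (48.0 to 137), and Isl1 (18.5 to 67.6) were present in all 4. Sox3 stood at 31.8 RPKM in TαT1 and was at 0 in LβT2 and NIH3T3. Otx2 and Sox2, factors of the early pituitary primordium, were at 0 in each line.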

Appropriately, the gonadotrope-specific transcription factor SF1 is not expressed in thyrotropes (TαT1) or in the gonadotrope progenitor cells (αT1–1). 

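Nr5a1, which encodes the nuclear receptor SF1, stood at 265 RPKM in LβT2 (95% interval 260 to 269) and 162 in αT3–1 (159 to 165). It was under 1 RPKM in αT1–1, at 0.687 (0.493 to 0.932, 41 reads), and in TαT1, at 0.288 (0.165 to 0.468, 16 reads), and had 0 reads in NIH3T3, where 3 would give 0.0715 RPKM. The reads in αT1–1 and TαT1 lie above that limit. LβT2 had 919 times the level of TαT1 (565 to 1608) and 385 times that of αT1–1 (284 to 537). Nr0b1, the nuclear receptor DAX1 that binds SF1, was also highest in LβT2, with 13.5 RPKM in αT3–1 and 0.680 in TαT1, and was lower in αT1–1 than in TαT1. Of 22 nuclear receptors, 9 were at least 2-fold higher in TαT1 than in LβT2 and 5 lower (median log2 difference 0.56, percentile 97.9), with Nr4a1, an orphan receptor (21.8 RPKM and 2.49), and Nr2f2, or COUP-TFII (11.4 and 1.11), among the higher. The mean of this list was −0.06, and with all 22 members in place of the 18 expressed ones the median was −0.01, so the list has no clear direction.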

To test whether the gonadotrope-specific regulatory factors, LHX3 and PITX1, are associated with regulatory regions of gonadotrope promoters in any of the studied cell lines, we performed a ChIP analysis using LHX3 and PITX1 antibodies. ChIP analysis revealed that both transcription factors can bind on the gonadotrope terminal target genes (Fig. 4b, c). LHX3 is able to bind the promoter of *Cga* and *Gnrhr*, but neither *Lhb* nor *Fshb* exhibit binding by this method, at any of the stages of development (Fig. 4b, LHX3). PITX1 binds the gonadotrope-specific promoters *Cga* and *Lhb*, but not *Gnrhr* nor *Fshb* in this assay (Fig. 4c). This suggests the program of differentiation in these cells is not regulated simply by deacetylated histones [48], but more likely requires a timed balance of transcription factors, co-factors, histone modifications, DNA methylation, and/or networks to control the developmental gonadotrope gene expression program.

**Fig. 4:**
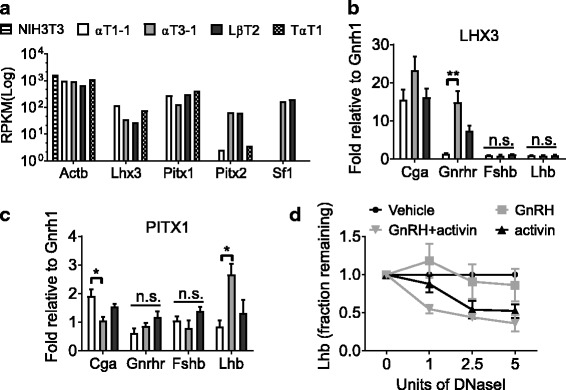
Pituitary transcription factor accessibility in developing gonadotrope cell lines. **a** Expression levels of transcription factors in NIH3T3, αT1–1, αT3–1, LβT2, and TαT1 cell lines (*n* = 2). ChIP assays in αT1–1, αT3–1, and LβT2 cells were performed using antibodies specific to the transcription factors (**b**) LHX3 and (**c**) PITX1. Immunoprecipitated chromatin was subjected to qRT-PCR. Data are presented as fold enrichment relative to IgG, with values normalized to *Gnrh1* and expressed as mean ± SEM. Statistical analysis by one-way ANOVA followed by a Tukey post-hoc, *p < 0.05, **p < 0.01, as indicated by bar. n.s.: non-significant. **d** LβT2 cells were treated with GnRH and/or activin (*n* = 3), before DNA from nuclei were treated with increasing concentrations of DNaseI and analyzed by qRT-PCR with primers specific to *Lhb*. Amplicon quantities were normalized to untreated samples (Vehicle), and data presented as the mean fraction of DNA remaining relative to vehicle

To extend this further, we asked if the final differentiation of the gonadotrope lineage cells required GnRH and/or activin treatment for the proper expression of mature gonadotrope genes. We serum starved LβT2 cells for 16 h then treated them for 4 h with 100 ng/ml GnRH ±25 ng/ml activin and assayed the chromatin status of the *Lhb* promoter for DNase sensitivity. Indeed, activin with or without GnRH treatment promoted *Lhb* promoter opening (Fig. 4d, Two-way ANOVA compared to vehicle, *p* > 0.05 for activin at 2 and 5 units of DNaseI, and *p* > 0.01 for activin + GnRH at 2 and 5 units of DNaseI, *p* < 0.05 when comparing activin to activin + GnRH). *Lhb* is known to be induced by either GnRH or activin [23]. In contrast, these treatments did not change chromatin opening of the already opened *Cga* and *Gnrhr* promoters and could not change the chromatin status of *Fshb* (data not shown).

## Discussion

Elucidation of the molecular and cellular mechanisms underlying pituitary development and cellular specification is critical to our understanding of reproduction and infertility. Herein, we used three immortalized pituitary cell lines, which have been shown to model many aspects of developing gonadotropes [15, 20, 49]. It is clear that epigenetic regulation of chromatin is key in correct gene expression and cellular maturation. In this study, we present data showing that pituitary gonadotrope cell lines reveal epigenetic programming that allows the sequential expression of pituitary hormone genes in differentiation (Fig. 5).

**Fig. 5:**
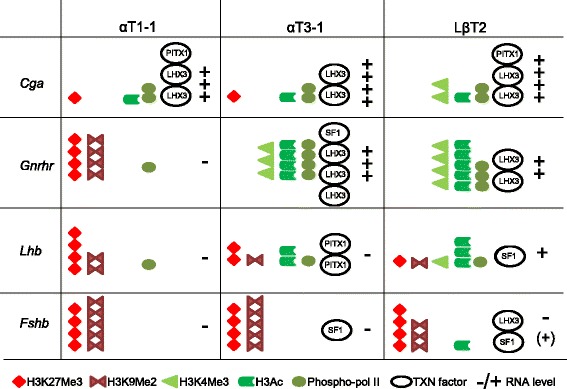
Summary of gonadotrope gene transcription, transcription factor occupancy and chromatin changes in gonadotrope cells. During gonadotrope maturation, illustrated here by the progenitor αT1–1, immature αT3–1, and mature LβT2 cells, the chromatin status changes from a closed conformation on *Gnrhr, Lhb* and *Fshb* (enrichment in H3K27Me3 and H3K9Me2) in αT1–1, to a more open conformation in LβT2 cells (increase in H3Ac, and H3K4Me3), which is associated with enhanced expression of *Lhb* and *Gnrhr* (+). The progressive opening of the *Lhb* promoter allows recruitment of the transcription factors (TXN factors) PITX1 and SF1 [68], whereas opening of the *Gnrhr* promoter allows recruitment of SF1 and LHX3 [69]. The regulatory region of the α-subunit *Cga* is in an open confirmation during all the stages of maturation, and associated with recruitment of PITX1 and LHX3 and high mRNA expression (+++). The discrete opening of the *Fshb* promoter during gonadotrope maturation allows association of SF1 and LHX3 to the regulator region of *Fshb* [70, 71]. Depending on study conditions, *Fshb* transcript is undetectable or can be detected at low levels in LβT2 cells

The anterior pituitary has five different endocrine cell types: gonadotropes, lactotropes, corticotropes, thyrotropes, and somatotropes. Until now, no efficient method has been established to isolate live gonadotropes for in vitro cell culture. We have previously used the Ribotag technique, which allows selection of ribosome-associated mRNAs of specific cell-types, to isolate gonadotrope mRNAs and process them for qRT-PCR [50, 51]. However, as we were interested in comparing effects of hormone treatments and transcription factors on chromatin status, we performed this study in model gonadotrope cell lines. We used the developmentally staged gonadotrope cell lines, progenitor αT1–1, immature αT3–1, and mature LβT2 cell models to address the epigenetic regulation status of gonadotrope-specific genes (*Cga, Gnrhr, Fshb,* and *Lhb*) during gonadotrope maturation.

Studies of the chromatin state of *Cga* shows that it is open at a very early stage represented by αT1–1 cells, while *Gnrhr* chromatin opens at an immature developmental stage represented by αT3–1. These correlate directly with recruitment of phospho-Pol II and mRNA expression (Fig. 5). The *Lhb* and *Fshb* genes only begin to show relaxation of chromatin status in the more developmentally mature cell lines, αT3–1 and LβT2. This opening of the chromatin correlates with the appearance of positive, and loss of negative, histone modifications, which correlates with specific gene expression. We found that both *Gnrhr* and *Lhb*, though not *Fshb*, have progressive increases in phospho-Pol II, H3Ac and/or H3K4Me3, as well as a loss of H3K27Me3 and/or H3K9Me2 from the progenitor αT1–1 and immature αT3–1, to the mature LβT2 (Fig. 5). This partial correlation between chromatin state and gene transcript levels was recently described in αT1–1, αT3–1, and LβT2 cells, where Laverriere *et al.* were unable to detect *Fshb* and found the *Lhb* promoter to be equally sensitive to DNaseI treatment in αT1–1, αT3–1, and LβT2, despite transcription of *Lhb* specifically in LβT2 cells [5]. Interestingly, despite lack of *Fshb* transcription in the mouse fibroblast cell line, NIH3T3, our DNaseI sensitivity assay found the *Fshb* regulatory region to be relatively sensitive to DNaseI. DNaseI Chip-seq of NIH3T3 cells has been done previously and is available on the USCS genome browser (consulted July 25, 2017). The deposited data set was generated using a different DNaseI protocol from ours, using a single DNaseI concentration, and showed the *Fshb* and *Lhb* regulatory regions to be in relatively closed conformations. However, by comparing chromatin status and transcription factor occupancy of the *Fshb* regulatory region of numerous studies deposited on the USCS genome browser, we found the upstream region of *Fshb* to be able to bind transcription factors including REST (repressor element-1 silencing transcription factor), which is a known repressor of transcription [52]. Thus, it is very likely that the DNaseI sensitivity of the *Fshb* regulatory region, in NIH3T3 cells in our assay, shows some degree of opening. In addition, approximately 1 Kb upstream of the transcriptional start site of *Fshb* is a SINE repeat [53], which can allow expression in many different cell lines, and thus could confer a DNaseI sensitive region upstream of the *Fshb* gene. Interestingly, a SINE repeat has been found within intron 1 of the pig *Fshb* gene, which affects *Fshb* expression and reproductive function in pigs [54]. It will therefore be of interest in future studies to address the role of the SINE repeats upstream of the mouse *Fshb* transcription start site, to determine if these also impact *Fshb* expression in gonadotrope cell lines.

As expected, *Cga*, which is highly transcribed in all three cell lines, did not have significant differences between the cell lines in histone modifications or phospho-Pol II occupation. Although we and others [5] did not detect *Fshb* mRNA in any of the three studied cell lines without using highly sensitive qRT-PCR or activin treatment, *Fshb* does start to gain H3Ac histone modifications in LβT2 cells as well. Since *Fshb* is detected at low levels, and only using qRT-PCR in LβT2 cells [55], it is not unexpected that histone modifications may reflect a less active status (Fig. 5). We believe that the low expression of *Fshb* in LβT2 cells is due to the relatively simple milieu in which the cell lines are maintained, in comparison to the broad range of stimuli and hormones received by gonadotropes in vivo. The low expression of *Fshb* is possibly mediated by HDAC. It was previously shown that a GnRH treatment or inhibition of HDACs in αT3–1 cells allowed rapid expression of both *Lhb* and *Fshb* [56]. This confirms that αT3–1 cells possess all of the required transcriptional machinery to initiate expression of *Lhb* and *Fshb,* but removal of HDACs, particularly HDAC4 from these promoters is required to actively transcribe *Lhb* and *Fshb* [56]. Based on this, we hypothesized that hormonal treatment of LβT2 cells would allow opening of the chromatin of these genes. Thus, we treated LβT2 cells with activin ± GnRH. Indeed, activin significantly promoted *Lhb* promoter opening in LβT2 cells with or without GnRH, however we were unable to detect opening of the *Fshb* promoter in any of the studied conditions (not shown). As GnRH alone was inefficient in opening the chromatin of the *Lhb* promoter, perhaps due to the tonic as opposed to pulsatile treatment or the single time point of a 4-h exposure. GnRH does induce *Lhb* gene expression but may act without further opening the chromatin. Prior studies have shown that an increase in GnRH pulse frequency favors *Lhb* expression [57, 58], while a decrease favors *Fshb* gene expression [59–61]. To further our understanding of chromatin status of gonadotrope genes, and their response to hormone treatment, it will be of interest to expand the presented studies using Chip-seq, which allows the study of enhancers as well as other regulatory regions, in combination with ATAC-seq, a technique which has been shown to be more precise than H3K27Ac in identifying active promoters [62].

To establish the relationship between molecular and epigenetic mechanisms in gonadotropes, we investigated the accessibility of the transcription factors, LHX3, and PITX1, to bind gonadotrope-specific gene promoters in the studied cell lines [63–67]. 

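Of Nr5a1, Pitx1 and Lhx3, Nr5a1 differed most between the progenitor and the intermediate line, with 236 times the αT1–1 level in αT3–1 (95% interval 174 to 329). Lhx3 and Pitx1 ran the other way, with 4.03 times (3.77 to 4.30) and 2.59 times (2.51 to 2.67) the αT3–1 level in αT1–1. Gata2, a zinc finger factor of gonadotropes and thyrotropes, was lowest in αT3–1 among the pituitary lines, and LβT2 had 55.6 times its level (45.4 to 68.9). These ratios are of RNA in 1 column per line, and protein was not measured in the RNA data.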

Interestingly, the regulatory proteins PITX1/2, SF1, and LHX3 were all present in the intermediate gonadotrope cell line (αT3–1), and some even in αT1–1 (PITX1/2, and LHX3). By comparing chromatin status and transcription factor access to the chromatin, our data indicate that LHX3 is important in early and maintained expression of *Cga*. In agreement with previous studies [25, 31], the opening of the *Gnrhr* promoter in αT3–1 cells allowed increased association of LHX3 with the promoter, whereas the increased opening of the *Lhb* promoter correlated with recruitment of PITX1 (Fig. 5) [68]. In our hands, the *Fshb* promoter was in a rather closed configuration, not allowing detectable association of transcription factors with this gene.

## Conclusion

Our data show exciting new evidence of gonadotrope-specific chromatin changes taking place during development using immortalized model gonadotrope cell lines. Although the cell lines utilized remain an in vitro system, representative of developing gonadotrope cell lines, we show a progressive opening of the gonadotrope-specific gene promoters, *Cga*, *Gnrhr*, *Lhb*, and *Fshb* in these model cell lines and demonstrate that these promoters are not only controlled by developmental transcription factors, but also by epigenetic mechanisms that include the modulation of chromatin structure, and histone modifications.

## Abbreviations

Actb: Beta actin
Cga: Glycoprotein hormones or αGSU
ChIP: Chromatin immunoprecipitation
E: Embryonic day
FSH: Follicle-stimulating hormone
Fshb: FSH beta subunit
GnRH: Gonadotrope-releasing hormone
GnRHR: Gonadotropin-releasing hormone receptor
H3Ac: H3 acetylation
H3K4: Histone H3-lysine 4
H3K4Me3: H3K4 trimethylation
HDAC: Histone deacetylases
LH: Luteinizing hormone
Lhb: LH beta subunit
phospho-Pol II: phosphorylated polymerase II
SF1: Steroidogenic Factor 1 or Nr5a1

How the deposited data were processed for this re-analysis (not part of the article)

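RNA of 5 mouse cell lines was measured: NIH3T3 fibroblasts, the gonadotrope lines αT1–1, αT3–1 and LβT2, and the thyrotrope line TαT1. The authors prepared TruSeq v2 libraries, sequenced 36 bp single-end reads and aligned them to the mouse genome with CASAVA, for which no version is given. The deposited values are RPKM, which the authors computed from the aligned reads before deposit by dividing by gene length and by the reads of the library. The genome build, the gene annotation and the counting of reads that align to several places are not given in the sources used here. There is 1 column per line, so libraries could not be left out in turn, no test of differences was made, and no p-value or SD is given. The DNaseI and chromatin immunoprecipitation measurements were not analysed here.

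The table has 21476 entries. Of these, 25 had a date in place of a gene name (0.0991% to 0.242% of the summed RPKM) and were left out. For 9 symbols that stood more than once, the entry with the higher mean was taken. All 5 columns were used.

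Every value under 1 RPKM was within 0.05 of a whole multiple of a step that differed between the columns. The step was taken as 1 unit in the fifth decimal of the mean coverage per base, from which the read total behind each column follows. For each gene, the smallest length was then sought between 150 and 15000 bp at which all 5 values are whole reads. Of 17489 genes above 0, 14826 had such a length, and 566 of them were left out because the length was more than 1.05 times the summed exons of the gene in the GENCODE annotation (release M21, on GRCm38). The other 14260 genes (81.5%) gave whole reads. The median ratio of their length to the longest annotated transcript was 0.972. Their reads sum to 11.6 M (M, 1000000) in NIH3T3, 15.45 M in αT1–1, 14.4 M in αT3–1, 14.7 M in LβT2 and 14.6 M in TαT1, below the read total of each column. Intervals are exact Poisson intervals at the 95% level, ratios of reads have exact binomial intervals, and both cover counting error only. A gene with 0 reads was compared at a floor of 3 reads. No reads were recovered for Runx1, Igf2, Cthrc1, Tnni3 and Eif2s3y.

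Differences are of log2(RPKM + 1). Genes at 1 RPKM or more in at least 1 of the lines compared were counted as higher or lower at a difference of 2 (4-fold). A gene was called restricted to a line at 10 RPKM or more there and under 1 RPKM in the other 4. In 26 gene lists, members at 1 RPKM or more in a line compared were counted at a difference of 1 (2-fold), and the median was placed among those of 10000 random lists of the same size, drawn from 20 bins of mean expression. Lists with fewer than 3 such members have no percentile. Correlations are across genes at 1 RPKM or more in at least 1 line, and genes are not independent replicates. The comparisons, lists, thresholds, rule for named genes and alternatives were set before the data were examined. By that rule, the text names the genes of the paper, the 10 largest differences in each direction among genes at 10 RPKM or more, up to 4 members of a list with the largest differences, and the 10 highest genes restricted to a line, without unnamed and ribosomal protein genes. Other list members named in the text, such as Egr1, Isl1, Insm1, Smad2, Acvr1b, Mki67, Ash2l and Nr2f2, were chosen after their values were seen. The recovery of read totals and its tolerance, the limit on gene lengths, the measure of shared words on the longest coding transcript and the scaling to a common total were also settled after values had been seen.

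Shared words are the words of 36 bases of a gene's annotated transcripts that also occur, on either strand, in annotated transcripts of other genes or pseudogenes. Amplicons were placed against the longest coding transcript. Alternatives were other pseudocounts, minimums and thresholds, median-of-ratios scaling, scaling to Actb, quantile normalization and other sets of genes. The steps were tested on simulated data with known reads and changes. Computations used Python 3.11.15, NumPy 2.4.6, pandas 2.3.3 and SciPy 1.17.1.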

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

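No test was made in this part, and Gnrh1 and Eif2s3y were chosen only after their values were seen. The paper reports on 10 genes in Fig. 1a and Fig. 4a. Over all genes, with Lhb and Tshb among them, 188 stood at 10 RPKM or more in NIH3T3 and under 1 RPKM in the other lines, and the same rule gave 7 genes for αT1–1, 31 for αT3–1, 93 for LβT2 and 19 for TαT1. The 3 highest named ones of each pituitary line are given here, as signals above the level in NIH3T3 that the paper does not discuss.

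In αT1–1 these were Cthrc1, a secreted protein of the collagen matrix, at 44.8 RPKM and 0 elsewhere, Hs3st2, a heparan sulfate sulfotransferase, at 24.7 RPKM (95% interval 23.2 to 26.1), and Slc5a5, the sodium iodide symporter, at 18.1 RPKM (17.0 to 19.2). In αT3–1 they were Acvrl1, a receptor of the TGFβ family, at 171 RPKM (169 to 174), Fitm1, a protein of lipid droplet formation, at 71.9 RPKM (68.1 to 75.8), and the amino acid transporter Slc38a5 at 61.4 RPKM (57.2 to 65.9).

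In LβT2 the secreted protein Wfdc2 stood at 615 RPKM (601 to 628), Bpil3 at 407 RPKM (400.3 to 415) and Tnni3, cardiac troponin I, at 264 RPKM. In TαT1 the surface protein Thy1 stood at 191 RPKM (187 to 196), the lactotrope hormone gene Prl at 108 RPKM (103 to 113) and Tmem59l at 68.2 RPKM (65.2 to 71.3). Prl and Tshb are both targets of PIT1, whose gene Pou1f1 was at 88.0 RPKM in this line, and no explanation was tested.

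Gnrh1, which encodes GnRH and is the inactive gene to which the paper normalizes activating chromatin marks, stood at 3.80 RPKM in αT3–1 (2.72 to 5.15, 41 reads), with 1 read in αT1–1, 7 in TαT1 and 0 in LβT2 and NIH3T3. Eif2s3y, a gene of the Y chromosome, stood at 3.83 RPKM in αT3–1 and 0 elsewhere. The other Y genes Ddx3y (1.04 RPKM), Kdm5d (0.884) and Uty (0.814) were also above 0 in this line.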

How the results depend on the processing

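The scaling to a common total was chosen only after the values were seen, and the other alternatives were set in advance. The median-of-ratios scaling, quantile normalization and removal of unnamed genes left every count of 4-fold genes within 1.5 times of the count given at the claims. Removal of the minimum of 1 RPKM cannot act, since a difference of 2 with a pseudocount of 1 needs 3 RPKM, and it says nothing about stability. The counts depend on the pseudocount, the minimum and the threshold, the first because it sets how far low values can differ and the others by their construction.

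With a pseudocount of 0.1, the counts outside that range were 1306 higher and 580 lower for αT3–1 minus αT1–1, 1214 higher and 1474 lower for LβT2 minus αT3–1, 1391 higher and 1075 lower for LβT2 minus αT1–1, 1182 higher and 1364 lower for TαT1 minus LβT2, 2290 higher for αT1–1 minus NIH3T3, 3405 higher for αT3–1 minus NIH3T3, 2704 higher for LβT2 minus NIH3T3, 2339 higher for TαT1 minus NIH3T3 and 1306 higher for 4 pituitary lines minus NIH3T3. With a pseudocount of 5 they were 177 higher and 118 lower for αT3–1 minus αT1–1, 356 higher and 255 lower for LβT2 minus αT3–1, 335 higher and 225 lower for LβT2 minus αT1–1, 244 higher and 330 lower for TαT1 minus LβT2, 549 higher and 508 lower for αT1–1 minus NIH3T3, 736 higher and 614 lower for αT3–1 minus NIH3T3, 674 higher and 464 lower for LβT2 minus NIH3T3, 634 higher and 510 lower for TαT1 minus NIH3T3 and 186 higher and 295 lower for 4 pituitary lines minus NIH3T3. With a minimum of 10 RPKM they were 411 higher for αT3–1 minus αT1–1, 542 lower for LβT2 minus αT3–1, 399 lower for LβT2 minus αT1–1, 431 higher for TαT1 minus LβT2, 931 higher for αT1–1 minus NIH3T3, 1373 higher for αT3–1 minus NIH3T3, 1102 higher for LβT2 minus NIH3T3 and 966 higher for TαT1 minus NIH3T3, and 5457 genes were expressed in NIH3T3, 6107 in αT1–1, 6500 in αT3–1, 6247 in LβT2 and 6104 in TαT1.

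At 2-fold the counts were 2309 higher and 1453 lower for αT3–1 minus αT1–1, 2543 higher and 2618 lower for LβT2 minus αT3–1, 2495 higher and 1942 lower for LβT2 minus αT1–1, 2070 higher and 2462 lower for TαT1 minus LβT2, 3518 higher and 2229 lower for αT1–1 minus NIH3T3, 4561 higher and 2637 lower for αT3–1 minus NIH3T3, 3899 higher and 2060 lower for LβT2 minus NIH3T3, 3472 higher and 2128 lower for TαT1 minus NIH3T3 and 1412 higher and 1156 lower for 4 pituitary lines minus NIH3T3. At 8-fold they were 190 higher and 118 lower for αT3–1 minus αT1–1, 332 higher and 326 lower for LβT2 minus αT3–1, 364 higher and 248 lower for LβT2 minus αT1–1, 286 higher and 367 lower for TαT1 minus LβT2, 734 higher and 480 lower for αT1–1 minus NIH3T3, 962 higher and 481 lower for αT3–1 minus NIH3T3, 904 higher and 487 lower for LβT2 minus NIH3T3, 820 higher and 511 lower for TαT1 minus NIH3T3 and 294 higher and 279 lower for 4 pituitary lines minus NIH3T3.

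The share of higher genes moved by more than 10 points in some comparisons, and the cause was not tested. LβT2 against αT3–1 had 783 higher and 841 lower genes, and 356 and 255 with a pseudocount of 5. Against NIH3T3, αT3–1 had 2154 and 1034, but 1454 and 1341 with quantile normalization and 736 and 614 with a pseudocount of 5, and LβT2 had 1710 and 884, but 1291 and 1117 with quantile normalization. For all 4 pituitary lines, 608 and 498 became 1306 and 690 with a pseudocount of 0.1, 186 and 295 with 5, and 482 and 595 with quantile normalization.

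Genes restricted to a line, taken as under 0.1 RPKM in the other lines, numbered 71 in NIH3T3, 2 in αT1–1, 7 in αT3–1, 37 in LβT2 and 5 in TαT1, fewer by construction.

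Correlations across genes moved by more than 0.05 with a pseudocount of 0.1 (0.626 for NIH3T3 with αT1–1, 0.546 for NIH3T3 with αT3–1, 0.587 for NIH3T3 with LβT2, 0.601 for NIH3T3 with TαT1, 0.745 for αT1–1 with LβT2 and 0.735 for LβT2 with TαT1), over all genes (0.813 for NIH3T3 with αT1–1, 0.771 for NIH3T3 with αT3–1, 0.795 for NIH3T3 with LβT2, 0.803 for NIH3T3 with TαT1, 0.920 for αT1–1 with αT3–1, 0.888 for αT1–1 with LβT2, 0.875 for αT3–1 with LβT2, 0.904 for αT3–1 with TαT1 and 0.884 for LβT2 with TαT1) and over genes at 10 RPKM or more (0.529 for NIH3T3 with αT1–1, 0.415 for NIH3T3 with αT3–1, 0.497 for NIH3T3 with LβT2, 0.511 for NIH3T3 with TαT1, 0.771 for αT1–1 with αT3–1, 0.683 for αT1–1 with LβT2, 0.632 for αT3–1 with LβT2, 0.732 for αT3–1 with TαT1 and 0.682 for LβT2 with TαT1). The pair αT1–1 and TαT1 had the highest r under each of these. The cause was not tested.

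With all members of a list in place of the expressed ones, 2 of the medians that lay at an end of the random lists changed sign: endothelial markers in LβT2 against αT1–1 (−0.0152) and nuclear receptors in TαT1 against LβT2 (−0.0136). Another 55 medians moved by more than 1.5 times and 112 did not. The members added are those under 1 RPKM in the lines compared, so medians of the expressed members overstate the difference of a list expressed in 1 line only. Among the differences of the genes of Fig. 1a and Fig. 4a and the list medians, a pseudocount of 0.1 moved 58 by more than 1.5 times and left 143. With the levels of these genes included, where a move is out of the Poisson interval, median-of-ratios scaling moved 22 and left 206. Of levels and differences of these genes, scaling to Actb moved 27 and left 32, and a common total moved all 27 levels. The values of Actb itself are fixed by the scaling to Actb.

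Averaging of columns and trimmed-mean scaling were not run, since they apply only to a line with more than 1 column and to raw counts. No paired analysis was possible because each line has 1 column. Depth limits the genes near 0: 3 reads of Cga, Lhb or Tshb correspond to 0.210 to 0.414 RPKM, depending on the gene and the line.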

Differences from the paper's values

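The scaling to a common total was chosen only after the values were seen, and the other alternatives named here were set before the data were examined. The paper's values for single genes are read by eye from its figures and compared with the deposited RPKM.

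For Cga, the paper's Fig. 1a shows about 23000 RPKM in αT1–1, where the deposited value is 9081, about 1900 in αT3–1 against 603, about 28000 in LβT2 against 12968, and about 22000 in TαT1 against 8802. For Lhb in LβT2, the paper's Fig. 1a shows about 100 RPKM against 23.3, for Tshb in TαT1 about 240 against 58.5, and for Actb in αT3–1 about 900 against 584. With median-of-ratios scaling, only Actb in αT3–1 came within a factor of 1.5 of the figure (617 RPKM). With scaling to Actb, Cga in LβT2 (19460.4) did. Actb in αT3–1 (869) did as well, but this scaling sets Actb to the same level in every line, so its closeness says nothing. The other values stayed apart under both alternatives.

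Of 27 values read from Fig. 1a and Fig. 4a, 7 were apart by more than 1.5 times as deposited, 6 with median-of-ratios scaling and 12 with scaling to Actb. The 27 include the values of Actb, which the last scaling fixes. Scaling each line to a common total, chosen after the values were seen, brought the 4 values of Cga within 1.5 times of the figure. It left Lhb (51.9), Tshb (148) and Actb in αT3–1 (1862) apart and moved values apart that were within 1.5 times as deposited, such as Pitx1 in TαT1 (1009 against about 400), so that 23 of the 27 were apart.

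The paper's text gives 23.67 M reads (M, 1000000) for NIH3T3, and the total behind the deposited values comes to 14.2 M. These are different quantities, since the paper counts sequencing reads and the RPKM total is the one behind the values. No alternative bears on this total.

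The paper describes TαT1 and αT1–1 as lacking Nr5a1, and 16 and 41 reads were assigned to it there, 0.288 and 0.687 RPKM, below the lowest value on the axis of Fig. 4a.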

Other observations

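Of the tests here, that of shared words over all transcripts and that of gene length were written before their results were seen, and the other tests were chosen only after.

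Gapdh (0.609 to 40.1 RPKM) and Ppia (0.364 to 0.668) stood far below Actb in every line. Over 79 cytosolic ribosomal protein genes, the Spearman rho of the length of the longest coding transcript and mean level was 0.020, so no length trend was seen. This cannot decide on such a trend, since the annotated lengths need not be those behind the RPKM and sharing of words also differed between these genes. Reads shared with pseudogenes, if left uncounted, may lower both genes: over the ribosomal protein genes, rho of the share of words and mean level was −0.19 for all transcripts and −0.35 for the longest coding transcript, where 83.7% of the words of Gapdh and 44.0% of those of Ppia were shared. Eef1a1 (71.8%) and Rplp0 (50.5%) share less than Gapdh and more than Ppia and were high in every line, and sequence outside annotated transcripts was not searched, so this explanation stays open. No biological explanation was tested.

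The values in Fig. 1a and Fig. 4a stand apart from the deposited ones by a factor that differs between lines and genes. After removal of each gene's mean, the log2 ratio of figure to deposited value rose as the summed RPKM of the line fell, with a Pearson r of 0.991 to minus its log2 (25 values, slope 1.01), and over 9 genes the mean ratio fell with gene length (Spearman rho −0.97). A candidate explanation is that each line of the figures was scaled to a common total, with another treatment of gene length. The tests were made on the values that raised the question, and the 25 values share the summed RPKM of 5 lines, so they are not independent. Neither part is settled.

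The pair αT1–1 and TαT1 was the most similar of the 10 pairs of lines (Pearson r 0.926 across 13401 genes, Spearman rho 0.921), above αT1–1 with αT3–1 (0.851), αT3–1 with TαT1 (0.820), αT1–1 with LβT2 (0.797), LβT2 with TαT1 (0.791) and αT3–1 with LβT2 (0.763). NIH3T3 had r of 0.695 with αT1–1, 0.615 with αT3–1, 0.664 with LβT2 and 0.679 with TαT1. RNA or cells of TαT1 in the αT1–1 sample are argued against by 10 of 45 genes that stand in αT1–1 under 1% of their TαT1 level, among them Prl with 0 reads in αT1–1 against 1819 and Thy1 with 6 against 6259. In the other direction, 0 of 28 genes of αT1–1 stood under 1% of their level in TαT1 (lowest 1.20%, median 55.6%, highest 475%), so a small admixture stays open. As the source of the shared levels it is argued against by 6 of the 28 genes, whose upper 95% bounds in TαT1 lie under 10% of their level in αT1–1 (Slc5a5 at most 2.11%), and by 10 genes that stand above their level in αT1–1. A shared origin of the lines was not tested.

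Among enzymes of chromatin, the histone deacetylases (14 genes) had medians between percentiles 29.11 and 74.93 in each comparison. The acetyltransferases (10 genes) lay between 11.4 and 97.31. Their highest percentile was in TαT1 against LβT2 (median 0.62), with 3 genes at least 2-fold higher, 2 lower and 5 between. The H3K4 methyltransferases and demethylases had a median difference of −0.81 in LβT2 against αT3–1 (percentile 1.07), with 6 of 14 at least 2-fold lower, 1 higher and 7 between. For the H3K27 and H3K9 enzymes it was −0.54 (percentile 2.44), with 3 of 16 lower, 2 higher and 11 between. Against NIH3T3, the median of the H3K4 enzymes was 1.48 in αT3–1 (percentile 99.61, 8 of 14 higher and 1 lower) and 0.15 in LβT2 (percentile 30.02). Of the 8 expressed DNA methylation genes, 6 were higher in αT3–1 than in NIH3T3 and 1 lower (1.77, percentile 98.65). Cytosolic ribosomal protein genes had medians of −1.78, −1.99, −1.41 and −1.36 in αT1–1, αT3–1, LβT2 and TαT1 against NIH3T3 (each at percentile 0), with 56, 56 and 53 of 77 expressed genes and 50 of 76 at least 2-fold lower. The reference genes had −0.95, −1.14, −0.73 and −0.91 (percentiles 1.78, 4.92, 1.98 and 1), with 7, 7, 6 and 6 of 14 expressed genes lower. Cyclin-dependent kinase inhibitors and D cyclins lay between percentiles 19.02 and 86.84 in each comparison. Of 23 S-phase and mitosis genes, 10 were higher in LβT2 than in αT3–1 and 0 lower (median 0.92, percentile 97.31), in this comparison no further out than the acetyltransferases reached. Against NIH3T3, the list lay further out in αT1–1 (percentile 99.83, 8 higher and 1 lower) and TαT1 (98.92, 3 higher and 1 lower). In LβT2 and αT3–1 it lay at 86.34 and 73.34.

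Of the 4 expressed genes of Fig. 1a, 2 were at least 2-fold higher in LβT2 than in αT1–1 and 0 lower, and of the 4 transcription factors of Fig. 4a, 2 were higher and 1 lower. The paper chose these genes, so their place among random lists is not given. The other regulators named in the paper lay between percentiles 6.2 and 67.45. Of the list of hormones and receptors of other pituitary cell types, 7 of 10 were expressed in TαT1 and 0 in NIH3T3. The 7 include Trhr (2.99 RPKM), which is also in the list of thyrotrope genes, and Drd2, which was expressed in all 4 pituitary lines (15.8 to 68.8 RPKM). Of 19 expressed pituitary lineage factors, 10 were lower and 7 higher in αT3–1 than in αT1–1 (−1.35, percentile 0, and 0 over all 27). Markers of other cell types at 1 RPKM or more in NIH3T3, αT1–1, αT3–1, LβT2 and TαT1 numbered 3, 0, 0, 2 and 1 of 9 immune markers, 0, 1, 2, 2 and 2 of 7 endothelial markers, 0, 0, 0, 1 and 0 of 5 red blood cell markers, and 0, 1, 1, 1 and 1 of 5 glial markers. Of 5 genes of the sex chromosomes, 2 were at 1 RPKM or more in αT3–1 and 0 in the other lines.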
